# *Carnitine palmitoyltransferase 1A* (*CPT1A*): a transcriptional target of PAX3-FKHR and mediates PAX3-FKHR–dependent motility in alveolar rhabdomyosarcoma cells

**DOI:** 10.1186/1471-2407-12-154

**Published:** 2012-04-25

**Authors:** Lingling Liu, Yong-Dong Wang, Jing Wu, Jimmy Cui, Taosheng Chen

## Abstract

**Background:**

Alveolar rhabdomyosarcoma (ARMS) has a high propensity to metastasize, leading to its aggressiveness and a poor survival rate among those with the disease. More than 80% of aggressive ARMSs harbor a PAX3-FKHR fusion transcription factor, which regulates cell migration and promotes metastasis, most likely by regulating the fusion protein’s transcriptional targets. Therefore, identifying druggable transcription targets of PAX3-FKHR that are also downstream effectors of PAX3-FKHR–mediated cell migration and metastasis may lead to novel therapeutic approaches for treating ARMS.

**Methods:**

To identify genes whose expression is directly affected by the level of PAX3-FKHR in an ARMS cellular-context, we first developed an ARMS cell line in which PAX3-FKHR is stably down-regulated, and showed that stably downregulating PAX3-FKHR in ARMS cells significantly decreased the cells’ motility. We used microarray analysis to identify genes whose expression level decreased when PAX3-FKHR was downregulated. We used mutational analysis, promoter reporter assays, and electrophoretic mobility shift assays to determine whether PAX3-FKHR binds to the promoter region of the target gene. We used siRNA and pharmacologic inhibitor to downregulate the target gene of PAX3-FKHR and investigated the effect of such downregulation on cell motility.

**Results:**

We found that when PAX3-FKHR was downregulated, the expression of *carnitine palmitoyltransferase 1A* (*CPT1A*) decreased. We showed that PAX3-FKHR binds to a paired-domain binding-site in the *CPT1A* promoter region, indicating that *CPT1A* is a novel transcriptional target of PAX3-FKHR. Furthermore, downregulating *CPT1A* decreased cell motility in ARMS cells, indicating that *CPT1A* is a downstream effector of PAX3-FKHR–mediated cell migration and metastasis.

**Conclusions:**

Taken together, we have identified *CPT1A* as a novel transcriptional target of PAX3-FKHR and revealed the novel function of CPT1A in promoting cell motility. CPT1A may represent a novel therapeutic target for the treatment of ARMS.

## Background

Rhabdomyosarcoma (RMS) is the most common soft tissue sarcoma in children. Two subtypes of RMS have been identified on the basis of histopathologic features—embryonal (ERMS) and alveolar (ARMS)—each with distinct clinical and genetic characteristics. Most of the more aggressive ARMSs are associated with either a 2;13 or a 1;13 chromosomal translocation, generating PAX3-FKHR and PAX7-FKHR fusion products, respectively. The unique expression, function, and subcellular location of the fusion proteins contribute to their oncogenic behavior by modifying cell growth, differentiation, and migration [1].

ARMS has a high propensity to metastasize. Preventing metastasis is an important therapeutic approach to cancer treatment, and evidence shows that PAX3-FKHR may regulate cell migration, thus promoting a metastatic phenotype. Specifically, downregulating *PAX3-FKHR* in ARMS cells decreases cell migration and cell invasion [2]. In a preclinical mouse model of ARMS, the expression level of PAX-FKHR was low in preneoplastic skeletal muscle, but was >100-fold higher in ARMS tumors. Metastatic ARMS tumors expressed PAX3-FKHR at incrementally higher levels than the primary tumors, further demonstrating the roles of PAX3-FKHR in promoting tumor metastasis [3]. Although it is possible to prevent ARMS metastasis by downregulating PAX3-FKHR, transcription factors are challenging drug targets, and currently there is no pharmacologic inhibitor of PAX3-FKHR available. Therefore, identifying druggable transcription targets of PAX3-FKHR that are also downstream effectors of PAX3-FKHR–mediated cell migration and metastasis may lead to novel therapeutic approaches for treating ARMS.

Significant effort has been made to identify transcription targets of PAX3-FKHR, and several transcription targets of PAX3-FKHR that are involved in ARMS cell migration have been reported [4,5]. Although these studies have led to the identification of genes whose expression appears to be regulated by PAX3-FKHR in each individual study, very few genes have been identified in multiple studies, possibly due to the model systems used. In the present study, we use an ARMS model to identify genes whose expression is directly affected by the level of PAX3-FKHR in an ARMS cellular-context under physiologically relevant conditions. We have identified *carnitine palmitoyltransferase 1A* (*CPT1A*) as a novel PAX3-FKHR transcription target that also mediates the function of PAX3-FKHR in regulating cell motility.

CPT1 is anchored in the outer membrane of mitochondria and catalyzes the formation of long chain acyl-carnitine, which will then traverse the inner mitochondrial membrane and undergo β-oxidation in the mitochondria. Three isoforms of CPT1 have been identified: CPT1A, which is detected in many tissues and the most abundant in the liver; CPT1B, which is predominantly expressed in muscle; and CPT1C, which is mainly present in the brain. Knockouts of CPT1A and CPT1B are lethal [6,7], therefore the exact role of CPT1A or CPT1B in energy homoeostasis remains unresolved. CPT1C is not an essential gene in mice although the animals exhibit reduced fatty acid oxidation when CPT1C is knocked-out [8,9]. Although the precise role of CPT1 in tumor growth remains unknown, a recent study showed that CPT1C is frequently expressed in tumors and up-regulated in response to metabolic stress. Furthermore, CPT1C depletion reduced tumor growth in xenograft models [10]. Currently, how the expression of CPT1 is regulated in ARMS, and whether CPT1 plays a role in ARMS tumorigenesis or contributes to the aggressive metastatic behavior of ARMS have not yet been investigated. In this study, we establish that *CPT1A* is a transcription target of PAX3-FKHR. In addition, for the first time, we report that CPT1A regulates cell motility in ARMS cancer cells. Therefore, CPT1A is a transcription target of PAX3-FKHR and a downstream effector of PAX3-FKHR–mediated cell migration and metastasis, and may represent a therapeutic target for ARMS. Defining the regulation of CPT1A by PAX3-FKHR may facilitate the validation of CPT1A as a therapeutic target for treating ARMS.

## Methods

### Cell culture

Rh30, Rh41, RD, HEK293T, and NIH3T3 cells have been described previously [11,12]. All cells were cultured in an incubator with a humidified atmosphere maintained at 5% CO_2_ and 95% air at 37°C. Cells were split every 3 days at 90% to 95% confluency. Phenol red–free DMEM (Invitrogen, Carlsbad, CA) was used for all luminescence assays.

### Establishment of PAX3-FKHR–knockdown stable clones

Kikuchi et al [2] identified specific target sequence of PAX3-FKHR (GCCTCTCACCTCAGAATTC) and designed corresponding siRNA (GCCUCUCACCUCAGAAUUC) to specifically target PAX3-FKHR without affecting either PAX3 or FKHR. A control siRNA (CUACUAUACCGAUACUCCC) was used as a non-targeting control in their studies [2]. In order to stably knock-down PAX3-FKHR, identical DNA sequence (GCCTCTCACCTCAGAATTC for PAX3-FKHR; CTACTATACCGATACTCCC for control) was synthesized and subcloned into the pSUPER.retro.puro vector (OligoEngine, Seattle, Washington) according to the manufacturer’s protocol. The resulting constructs were transfected into Phoenix packaging cells (Orbigen, San Diego, CA) by using FuGENE 6 (Invitrogen). Viral particles were collected 72 hours after transfection and transduced into Rh30 cells. Puromycin (Invitrogen; 1 μg/mL) was used to select stable clones for both non-targeting control (CON) and PAX3-FKHR knock-down (KD). KD1 and KD2 are two stable clones from the same vector-based siRNA targeting PAX3-FKHR, and have the same growth rate ( Additional file 1: Figure S1).

### Real-time reverse transcription– polymerase chain reaction (RT-PCR)

Real-time RT-PCR was used to measure the levels of mRNA. Extraction of total RNA from cellular lysates, preparation of cDNA, the PAX3-FKHR and glucose-6-phosphate dehydrogenase (GAPDH) primers for PCR, and the conditions for PCR have been described previously [11]. *CPT1A* sense primer: TCCAGTTGGCTTATCGTGGTG and anti-sense primer: CTAACGAGGGGTCGATCTTGG. Real-time PCR was performed by using an iCycler iQ real-time PCR detection system (Bio-Rad, Hercules, CA). The mRNA levels were quantified as previously described [13]. Briefly, the cycle threshold (Ct) values of each gene of interest and of GAPDH were calculated for each sample and then the normalized value was derived by subtracting the Ct value of GAPDH from that of the gene of interest (∆Ct). Data are shown as mRNA fold change (2^-∆∆Ct^) relative to the mRNA level of the corresponding transcript in the control samples as indicated.

### Western blot

Cells were washed once with cold PBS, harvested by scraping, and lysed with RIPA Buffer containing a protease and phosphatase inhibitor cocktail (Thermo Scientific, Rockford, IL). Lysates (20 μg/lane) were loaded into each lane of an SDS–polyacrylamide gel; proteins were transferred onto a nitrocellulose membrane after size separation and analyzed by using specific antibodies. Anti-FKHR antibodies (H-128; sc-11350) and anti-GFP antibodies (sc-9996) were obtained from Santa Cruz Biotechnology (Santa Cruz, CA); anti-actin antibodies (A5441) were obtained from Sigma (St. Louis, MO); anti-CPT1A antibodies is a gift from Drs. Janos Kerner and Charles Hoppel [14].

### Soft agar colony formation assay

The soft agar colony formation assay was performed as previously described by us [12] and others [15], by using the CytoSelect 96-well Cell Transformation Kit (Cell Biolabs, San Diego, CA). Briefly, cells were incubated 8 days in a semisolid agar media before being solubilized, lysed, and detected by using the patented CyQuant GR Dye and an EnVision plate reader (PerkinElmer, Waltham, MA).

### Transient transfections of siRNAs and plasmids

A PAX3-FKHR–specific siRNA (PF siRNA) and control non-targeting siRNA (NT siRNA) were synthesized as described previously [11]. Pooled CPT1A siRNA (ON-TARGETplus SMARTpool L-009749-00-0005), individual CPT1A siRNA 1 (J-009749-07-0005), and individual CPT1A siRNA 2 (J-009749-09-0005) were obtained from Thermo Scientific (Thermo Scientific, Chicago, IL). Cells were plated in a 24-well plate 24 hours prior to transfection with siRNAs (10 nM) by using lipofectamine RNAiMAX reagent (Invitrogen), or plasmids by using FuGENE 6 (Invitrogen) according to manufacturer’s instructions. For cell growth, cells were monitored continuously after transfection. Wound healing assays were performed 24 hours after transfection. For evaluation of expression levels, cells were harvested 48 hour post-transfection.

### Scratch wound-healing and cell growth assays

The wound healing assay was performed to monitor and quantify cell motility. Briefly, cells were seeded in a 24-well plate (Essen ImageLock plate) at 1 × 10^5^ cells per well and allowed to reach confluence before the surface was uniformly scratched across the center of well by using a Essen wound maker provided by IncuCyte. The wells were then rinsed with fresh media to remove floating cells, and the wound healing process was monitored continuously by using the IncuCyte live-cell imaging system (Essen BioScience, Ann Arbor, Michigan). Images were obtained at each set time point and then analyzed to quantify wound healing by using the IncuCyte scratch wound assay software according to the manufacturers’ instructions. Data were expressed as % wound confluence as defined by the integrated metrics used to quantify the wound healing in the CellPlayer Cell Migration Assay of IncuCyte [16,17]. The CPT1A inhibitor Etomoxir was obtained from Sigma. Cell growth was measured also by using the IncuCyte system [18]. Briefly, cells were plated into 96-well or 24-well plate and allowed to grow for 24 hours with or without subsequent transfection, before acquiring phase-contrast images and an integrated confluence metric as a surrogate for cell number every 4 hours by IncuCyte.

### Luciferase reporter assay

Three tandem copies of each CPT1A putative PAX3-FKHR binding site, either wild-type (ie, PRO1, PRO2, PRO3, and PRO4) or with the corresponding PD site mutated (ie, PRO1m, PRO2m, PRO3m, and PRO4m), were placed upstream of a minimal thymidine kinase (tk) promoter [12] in the pGL4.20 reporter construct (Promega, Madison, WI). The resulting oligonucleotide sequences were as follows: PRO1, 5′-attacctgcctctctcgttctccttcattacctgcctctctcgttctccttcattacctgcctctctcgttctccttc-3′;PRO1m,5′-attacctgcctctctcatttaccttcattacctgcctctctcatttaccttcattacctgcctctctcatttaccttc-3′; PRO2, 5′-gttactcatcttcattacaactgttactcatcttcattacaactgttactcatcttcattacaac-3′; PRO2m, 5′-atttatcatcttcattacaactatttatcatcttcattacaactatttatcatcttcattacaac-3′; PRO3, 5′-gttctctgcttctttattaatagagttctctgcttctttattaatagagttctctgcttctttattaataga-3′; PRO3m,5′-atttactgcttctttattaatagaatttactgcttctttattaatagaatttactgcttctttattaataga-3′;PRO4,5′-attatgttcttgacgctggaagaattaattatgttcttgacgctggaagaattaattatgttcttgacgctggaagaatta-3′;PRO4m,5′-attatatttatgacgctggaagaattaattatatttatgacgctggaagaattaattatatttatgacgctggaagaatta-3′.

NIH3T3 cells were co-transfected with pcDNA3 or pcDNA3-PAX3-FKHR [11], one of the firefly luciferase reporters (pGL4.20-PRO) described above, and a constitutively-expressed Renilla luciferase reporter (PRL-TK, control for transfection efficiency) (Promega) by using FuGENE 6 according to the manufacturer’s instructions. Then, 24 hours after transfection, 10 000 cells were plated in each well of a 96-well culture plate and grown for an additional 24 hours before luciferase activity was measured by using the Dual-Glo Luciferase Assay System (Promega) according to the manufacturer’s instructions. The firefly luciferase activity was normalized to that of Renilla luciferase.

### Electrophoretic mobility shift assay (EMSA)

EMSA was performed by using either nuclear extract or *in vitro*–translated protein. To prepare nuclear extract, HEK293T cells were transfected with either GFP–PAX3-FKHR–expressing vector [12] or GFP control vector. Transfected cells were harvested 48 hours later, and nuclear extracts were prepared by using the NE-PER* Nuclear and Cytoplasmic Extraction Kit (Thermo Scientific). To prepare *in vitro*–translated protein, pcDNA3-PAX3-FKHR was used to synthesize PAX3-FKHR protein by using TNT-Coupled Wheat Germ Extract Systems (Promega). EMSA was performed by using the LightShift Chemiluminescent EMSA kit (Thermo Scientific) according to the manufacturer’s instructions. Briefly, 3 μL of nuclear extract or *in vitro*–translated protein was incubated at room temperature for 20 min in a 20-μL volume containing 2.5% glycerol, 5 mM MgCl_2_, 50 ng/μL Poly (dI.dC), 0.05% NP-40, and biotin end-labeled CPT1A PRO2 with or without unlabeled PRO2 or PRO2m as indicated. Complexes were resolved using electrophoresis through a 5% native polyacrylamide gel.

### Microarray

Untransfected parental Rh30 cells (WT), Rh30 control clone (CON) and Rh30 clone with PAX3-FKHR stably knocked down (KD1) were used to identify transcriptional targets of PAX3-FKHR in the microarray assays. Total RNAs were amplified and labeled by using an Agilent Quick Amp labeling kit (part number 5190–0444, Santa Clara, CA) and following the two color protocol (v.5.7). We used the Agilent 4 × 44 K whole human genome oligo microarray (G4112F, AMADID #014850) that contains 45,015 features representing about 41,000 unique probes. Microarrays were scanned by using an Agilent scanner (G2565CA) at 3 μm resolution, and data were extracted by Agilent Feature Extraction software (v. 10.5.1.1). Lowess normalization on background-subtracted signal intensity was performed to correct the intensity bias, and dye bias was further corrected by a pair of dye swap experiments for each comparison. A list of differentially expressed genes (see Additional file 2: Table S1) were selected according to the following criteria: 1) an average of at least 2-fold expression change was detected in 2 comparisons (KD1 vs. WT and KD1 vs. CON), each with 2 biological replicates including a pair of dye-swap experiments; 2) the observed signal intensity was greater than the value of the 99th percentile of those of the negative controls in at least one channel; and 3) the differential expression was consistent between the dye-swap pairs in all comparisons.

### Statistical analysis

Results are expressed as the mean ± SD of at least 3 independent experiments. The Student’s *t*-test was used to determine the statistical significance of the difference between the paired samples. Differences were considered significant if *p* < 0.05 (*), 0.01 (**) or 0.001 (***) and non-significant (ns) if *p* > 0.05. Where applicable, sample pairs were noted in brackets.

## Results

### PAX3-FKHR promotes cell motility in ARMS cells

To study the role of PAX3-FKHR in regulating ARMS cell growth and motility, PAX3-FKHR was stably knocked down in human ARMS cell line Rh30. As shown in Figure 1A, both mRNA (left panel) and protein levels (right panel) of PAX3-FKHR in the knockdown clones (KD1 and KD2, two stable clones generated from the same RNAi) were noticeably downregulated compared to a control clone (CON). In agreement with previously reported results [2], downregulation of PAX3-FKHR decreased the rate of cell growth ( Additional file 1: Figure S1; KD1 and KD2 have the same growth rate); the transformation potential of these cells was decreased by 73%, as observed in a soft agar colony formation assay (Figure 1B).

**Figure 1:**
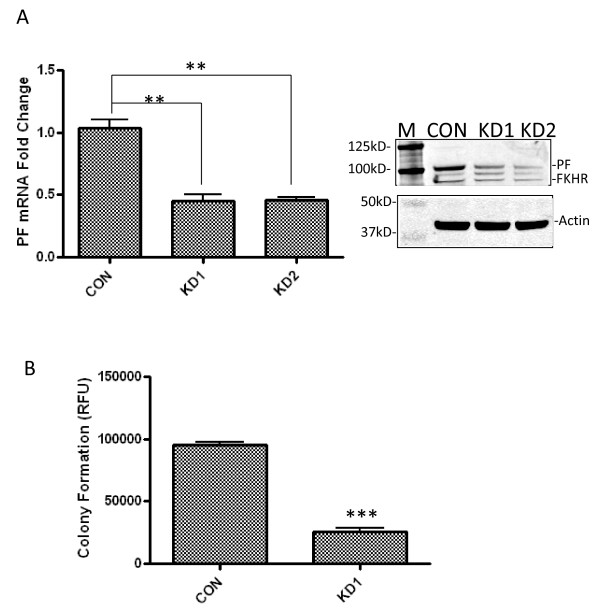
**Downregulation of PAX3-FKHR decreases anchorage-independent growth of Rh30 cells.** (**A**) shRNA against PAX3-FKHR downregulates the level of PAX3-FKHR. Rh30 cells stably transfected with either shRNA against PAX3-FKHR (KD1 and KD2, two different clones generated from the same shRNA) or a control non-targeting shRNA (CON) were used to analyze PAX3-FKHR mRNA or protein levels by using real-time RT-PCR (left panel) or Western blotting (right panel), respectively. GAPDH was used as an internal control for RT-PCR experiments, and PAX3-FKHR mRNA levels in KD1 and KD2 were normalized to CON (PF mRNA fold-change). Actin was the equal loading control for Western blot experiments. M, molecular weight marker; PF, PAX3-FKHR (~99kD); FKHR (~70kD) was also indicated. (**B**) Downregulation of PAX3-FKHR decreases anchorage-independent growth of Rh30. Raw fluorescent units (RFUs) were used to represent colony numbers of Rh30 control clone (CON) and KD1; and the average of triplicate measurements is shown.

To evaluate the effect of downregulating PAX3-FKHR on cell motility, we used a wound-healing assay. As shown in Figure 2A, downregulating PAX3-FKHR, either stably (KD1), or transiently (CON_PF_siRNA) by using a specific siRNA against PAX3-FKHR (PF siRNA), decreased cell motility compared to that of the Rh30 control clone (CON) by 37% and 61%, respectively. The decreased cell motility in the PAX3-FKHR knocked-down clone (KD1) can be rescued by transiently introducing PAX3-FKHR ectopically back into the Rh30 KD clone (Figure 2B). Figure 2C shows representative microscopic images of newly created wounds in Rh30 control clone and KD1 clone cells and the repaired wounds 30 hours later. Similar observations were made when KD2 was used (data not shown). Our observations are consistent with previous studies using either Rh4 [19] or Rh18 ARMS cells [20], confirming that PAX3-FKHR regulates ARMS cell proliferation, transformation potential and motility. Importantly, our data indicate that Rh30 and its PAX3-FKHR knocked-down clone (KD1) is an appropriate pair of cell models for the studies of PAX3-FKHR function, including transcriptional regulation of its target genes.

**Figure 2:**
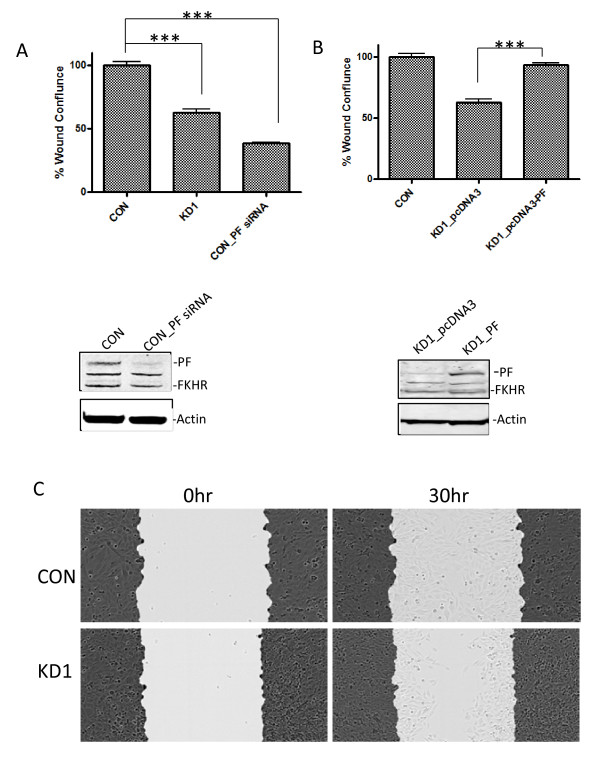
**Downregulation of PAX3-FKHR decreases the motility of Rh30 cells.** (**A**) Motility of Rh30 cells control clone (CON) decreases when PAX3-FKHR is either stably knocked down (KD1) or transiently knocked down (CON_PF siRNA). The protein levels of PF were shown below the bar graph. The wound confluence of CON was arbitrarily set as 100%. **(B)** The decreased cell motility of KD1 can be rescued by transiently expressing pcDNA3-PAX3-FKHR (KD1_pcDNA3-PF) but not by expressing an empty vector (KD1_pcDNA3). The protein levels of PF in KD1 transfected with pcDNA3 or pcDNA3-PF were shown below the bar graph. Rh30 control clone (CON) was shown as a reference. PAX3-FKHR siRNA (PF siRNA) or plasmids (either pcDNA3 or pcDNA3-PF) were transfected into CON (CON_PF siRNA) in (A) or KD1 (pcDNA3 or pcDNA3-PF) in (B) 24 hours before real-time monitoring of wound healing. The data, expressed as % Wound Confluence, represent the quantitation of wound healing 30 hours after the scratch was created. (**C**) Representative microscopic images taken 30 hours after the scratch was created.

### PAX3-FKHR regulates the expression of CPT1A in ARMS cells

We hypothesized that the defective cell motility in KD1 was caused by the decreased expression of one or more of PAX3-FKHR’s target genes. 

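Gene expression was compared between untransfected parental Rh30 cells (WT), the Rh30 control clone (CON) and the PAX3-FKHR knockdown clone (KD1) on Agilent whole human genome oligo microarrays, which measure a Cy3-labeled and a Cy5-labeled RNA on the same array. The 12 deposited arrays cover 3 comparisons, WT vs CON, KD1 vs CON and KD1 vs WT, each with 2 biological replicates hybridized as a dye-swap pair. They hold 6 RNA extracts, so that each extract is on 4 arrays and the KD1 extracts are shared by both KD1 comparisons. Both clones were grown with puromycin at 1 μg/mL, and WT was grown without it. All 4 WT vs CON arrays were on one slide, and the KD1 arrays of each replicate were on a slide of their own. Across the 12 arrays, 71.1% to 73.6% of the spots were well above background in Cy3 (median 71.9%) and 64.4% to 67.8% in Cy5 (median 66.2%). The median for Cy3 was 71.5% on the WT vs CON arrays, 72.4% on the KD1 vs CON arrays and 72.8% on the KD1 vs WT arrays, and the number of arrays limits the precision. The authors subtracted the background, detrended the signals and applied lowess normalization within each array in Agilent Feature Extraction software. From their processed signals, log2 ratios were computed with the first culture of each comparison over the other, averaged over the spots of a probe and then over the dye-swap pair, which leaves 2 replicate values per probe and comparison. A probe was tested where its background-subtracted signal exceeded the 99th percentile of the 153 negative control spots in at least 1 channel of every array of the comparison, which retained 21937 of 41000 probes in KD1 vs CON, 24884 in KD1 vs WT and 26595 in WT vs CON. The tests used limma on the 6 replicate values with 2 residual degrees of freedom and Benjamini-Hochberg adjustment. The array has no probe for the fusion junction. The brightest probe in the PAX3 part of the fusion (A_23_P502706) had log2 ratios of −0.39 and −0.46 in the replicates of KD1 vs CON and −0.45 and −0.33 in those of KD1 vs WT, and the brightest probe in the FOXO1 (FKHR) part (A_23_P151426) had −0.26 and −0.58 in KD1 vs CON and −0.79 and −0.41 in KD1 vs WT. These probes also measure the transcripts of the unrearranged genes. None of the 4 mean ratios passed the adjusted threshold, with adjusted p between 0.273 and 0.432 from limma. The PAX3 probe of the part that is absent from the fusion (A_23_P209499) had mean log2 ratios of −0.09 and 0.06 in KD1 vs CON and KD1 vs WT.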

To identify the target genes of PAX3-FKHR, we compared the mRNA profiles in KD1 with those in either Rh30 or CON by using microarray analysis (Geo no. GSE35862; also see Methods section for a detailed description of selection criteria). Among the 126 genes with at least 2-fold expression change, 96 were downregulated in KD1 clone (see Additional file 2: Table S1), including cannabinoid receptor 1 (*CNR1*), which has been previously reported as a PAX3-FKHR target gene in multiple studies [1], and *ALDH1A3, EYA2, MCTP2, MXRA5, NTF3, OLIG1, SEPP1, SULF2,* and *TOX3*, which were recently identified as PAX3-FKHR target genes in ARMS cell line Rh4 [21].

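With the selection criteria applied to the 8 KD1 arrays as a mean of the replicate values of at least 2-fold in each comparison, a signal above the negative controls on every array and the same direction on every array, 257 genes were selected, of which 159 were lower and 98 higher in KD1. Among the alternatives at the 2-fold threshold, the largest change in the number of genes came from leaving out replicate 1, where each comparison rests on 1 value and 263 genes were lower and 673 higher. When the roles of the cultures were exchanged, the same criteria selected 239 genes for CON and 262 for WT. By the limma test, 393 probes differed in KD1 vs CON (223 lower) and 261 in KD1 vs WT (190 lower), and 96 probes differed in both with the same direction (79 lower). Because both comparisons use the same KD1 extracts, 20 simulated data sets without any change were made, in which 280.9 probes on average (at most 310) had an unadjusted p under 0.05 in both with the same direction, and the correlation of the 2 comparisons across probes was 0.501 on average. In the data these values were 1267 probes and 0.562. Among the limma fits, a fit to the 12 arrays with slide dye effects made the most calls in both KD1 comparisons together, 309 probes. It takes comparisons that share extracts as independent, so this count may be too high. Normexp background correction and loess made the fewest, with 26 probes in KD1 vs CON, 1 in KD1 vs WT and 0 in both. That limma fit had 3340 and 4356 probes at an unadjusted p under 0.05 in KD1 vs CON and KD1 vs WT.

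Each of the 10 known target genes named in the text had a lower signal in KD1 than in CON and WT on all 8 arrays with its brightest probe. The mean ratios of all 10 from the processed signals were at least 2-fold in both comparisons, but for genes at background in KD1 they rest on background values. CNR1 (A_23_P214208, on chromosome 6 of NCBI36 from 88906701 to 88906760) had a log2 ratio of −2.30 ± 0.52 (SD, n = 2) in KD1 vs CON and −4.04 ± 1.02 in KD1 vs WT, with adjusted p of 0.0269 and 0.00401 from limma. In KD1 this probe was well above background on 3 of 8 arrays. Its other probe (A_24_P363259) had −0.64 ± 0.06 and −0.79 ± 0.20. NTF3 had −4.55 ± 0.20 and −3.25 ± 0.73, with adjusted p of 0.000423 and 0.00401 from limma. OLIG1 had −5.19 ± 0.41 in KD1 vs CON, and −5.15 and −2.85 in the replicates of KD1 vs WT, but its other probe had −0.30 ± 0.29 and −0.05 ± 0.30 in these comparisons. SULF2 had −3.92 ± 1.89 and −3.21 ± 0.26, MXRA5 had −1.97 ± 0.38 and −2.25 ± 0.81, and ALDH1A3 had −1.53 and −3.08 in the replicates of KD1 vs CON and −1.40 ± 0.07 in KD1 vs WT. TOX3 had −1.40 ± 0.70 and −1.87 ± 0.05, and its other probe had −1.97 ± 0.73 and −2.39 ± 0.12. SEPP1, EYA2 and MCTP2 were not above the negative controls on every array. In KD1, SEPP1 was well above background on 0 of 8 arrays and at least 2.12-fold lower than in CON and at least 11.3-fold lower than in WT, and MCTP2 was well above background on 0 of 8 arrays and at least 1.52-fold lower than in CON, with no bound against WT, where it was well above background on 2 of 8 arrays. A 2-fold decrease of MCTP2 is therefore not established by its bounds. EYA2 had −2.56 ± 1.26 and −4.01 ± 1.58, and its other probe had −1.30 ± 0.90 and −2.06 ± 0.53. The other ALDH1A3 probe was well above background on 0 of 8 arrays in each culture. The other MCTP2 probes were so on at most 3 of 8 arrays in any culture. In KD1 vs CON 7 of the 10 genes could be tested and all 7 were lower when adjusted over the list alone, and 5 when adjusted over all probes; in KD1 vs WT these numbers were 9, 9 and 5. As the 10 genes were named from a selection made on these arrays, the adjustment over the list alone is not independent evidence. In WT vs CON, the replicates of EYA2, MXRA5 and SULF2 went in opposite directions.

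Among the genes higher in KD1, the largest mean increases in the processed signals were those of ITGA9, a probe without a gene name (A_24_P98145), HNMT, SERPINB7 and CD53, in this order, which rests in part on background values. A_24_P98145 was well above background on 0 of 8 arrays in CON and in WT, and was at least 4.87-fold higher in KD1 than in CON and at least 5.04-fold higher than in WT. HNMT was well above background on 0 of 8 arrays in CON, and was at least 15.5-fold higher in KD1 and at least 5.49-fold higher in WT than in CON. ITGA9 ranks here by its probe A_24_P607904, which was well above background on 0 of 8 arrays in CON and at least 11.4-fold higher in KD1, whereas its brightest probe had mean log2 ratios of 1.47 in KD1 vs CON and 1.31 in KD1 vs WT.

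**Figure D1:**
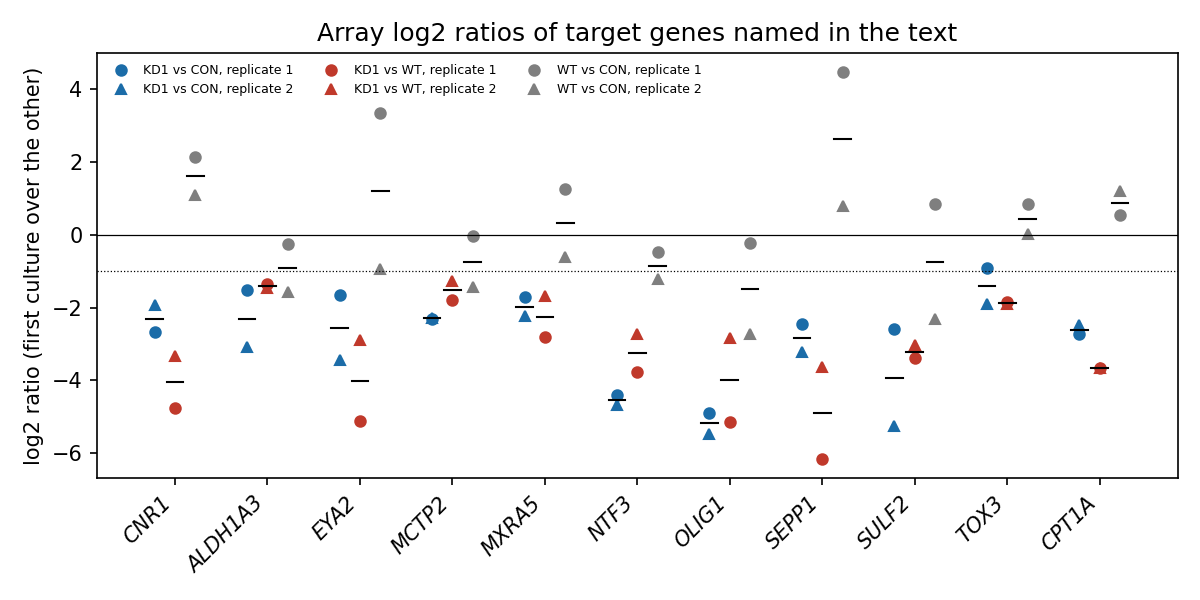
Log2 ratios (vertical axis) of the brightest probe of the 10 known target genes and CPT1A (horizontal axis) in KD1 vs CON, KD1 vs WT and WT vs CON. Points are the 2 biological replicates, each the mean of a dye-swap pair, short lines are their means and the dotted line marks a 2-fold decrease. All KD1 values lie below 0, and the WT vs CON values of EYA2, MXRA5 and SULF2 lie on both sides of 0.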

CPT1A was identified as a gene whose expression in KD1 is significantly downregulated (an average of 8-fold reduction) compared to that in wild-type Rh30 cells or Rh30 control clone cells. 

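CPT1A is represented by a pair of probes on chromosome 11, each annotated to a different CPT1A transcript. The brighter probe (A_23_P104563, NCBI36 68283639 to 68283698) had log2 ratios of −2.73 and −2.48 in the replicates of KD1 vs CON, a mean of −2.60 ± 0.18 (SD, n = 2), and of −3.66 and −3.65 in those of KD1 vs WT, a mean of −3.65. The average over both comparisons corresponds to an 8.74-fold reduction, and every one of the 8 KD1 arrays showed at least a 2-fold reduction. In WT vs CON the ratio was 0.88 ± 0.47. The probe was well above background on 7 of 8 arrays in CON, 8 of 8 in WT and 0 of 8 in KD1, so that the size of the reduction depends on a KD1 signal at background. Computed against the background limit in KD1, this probe was at least 2.20-fold lower than in CON and at least 4.31-fold lower than in WT. The signal exceeded the negative controls on 5 of the 8 arrays, and the probe was therefore not tested after the filter. Without the filter the adjusted p was 0.00823 in KD1 vs CON and 0.00277 in KD1 vs WT from limma. With normexp background correction and loess, in which an offset of 50 is added to both channels, the ratios were −0.13 and −0.38. The dimmer probe (A_24_P347065, 68280782 to 68280841) had −0.78 ± 0.40 in KD1 vs CON and −0.39 ± 0.76 in KD1 vs WT, and was below 0 on 6 of the 8 arrays. Whether the probes differ because of their transcripts was not tested. CPT1A lies in a stretch of chromosome 11 from 65801241 to 69177414 where expression of neighbouring genes was also lower in KD1, with a running median over 51 genes of −0.23 in KD1 vs CON, −0.22 in KD1 vs WT and −0.04 in WT vs CON at its position. It lay in such a stretch with each replicate left out, but not under normexp and loess. All these settings were judged by the limit of −0.185 from the processed signals. The limit from the normexp and loess values themselves was −0.136, and none was computed for single replicates. The result under these settings may therefore depend on the limit used. The CPT1B probe had ratios of 0.56 ± 0.43 and −0.82 ± 0.67 in the KD1 comparisons, and the CPT1C probe −0.75 ± 0.53 and −0.58 ± 1.06. The loading controls GAPDH and ACTB differed by 0.43 and 0.28 in KD1 vs CON and by −0.25 and −0.50 in KD1 vs WT. From the reduction against both WT and CON, the paper identifies CPT1A as a gene downregulated in KD1.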

To confirm that the reduced CPT1A expression was correlated to the decreased PAX3-FKHR expression, Rh30 cells were transiently transfected with PF siRNA; the downregulation of PAX3-FKHR (97% reduction at mRNA level) led to a downregulation of CPT1A mRNA (70% reduction) (Figure 3A) and protein levels (Figure 3B). Similar results were observed in another ARMS cell line, Rh41 (Figure 3A). Additionally, both the mRNA (Figure 3A) and protein levels (Figure 3B) of CPT1A are very low in RD, a PAX3-FKHR–negative human ERMS cell line. When PAX3-FKHR is transfected into either RD or NIH3T3 cells, CPT1A levels are moderately induced (Figure 3B and 3C). These results suggested that CPT1A might be a transcriptional target of PAX3-FKHR.

**Figure 3:**
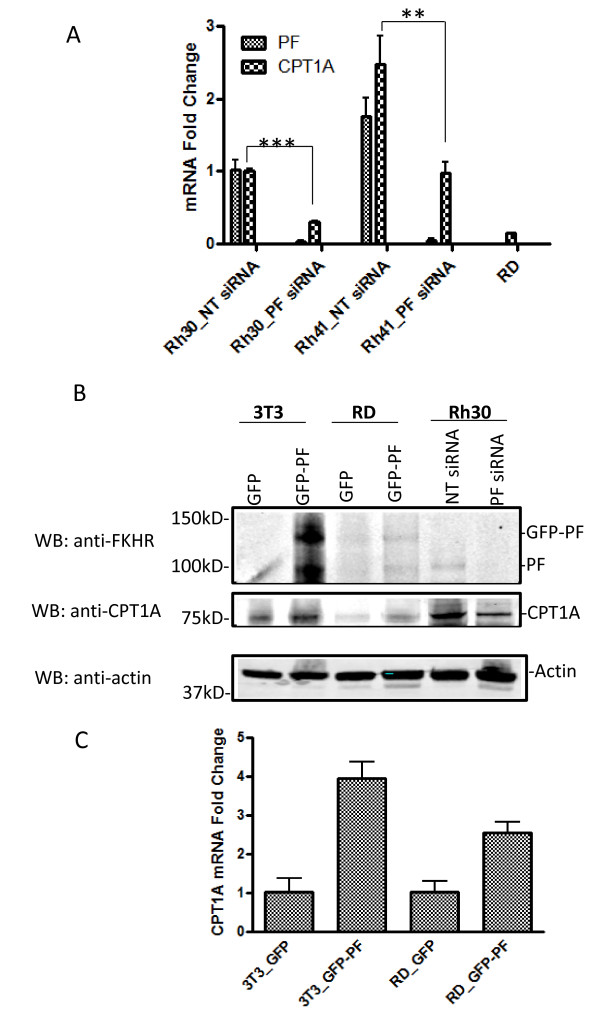
**PAX3-FKHR regulates the expression of CPT1A.** Levels of CPT1A and PAX3-FKHR mRNA were determined by using quantitative real time RT-PCR or Western blot. (**A**) The mRNA levels of PAX3-FKHR or CPT1A in control Rh30 cells was arbitrarily set as 1, and the mRNA levels of PAX3-FKHR or CPT1A measured under other experimental conditions were expressed as “mRNA fold change” by normalizing them to the corresponding mRNA level in Rh30 cells. Rh30_PF siRNA, Rh30 cells transiently transfected with PF siRNA; Rh41_PF siRNA, Rh41 transiently transfected with PF siRNA. Rh30_NT siRNA, Rh41_NT siRNA, and RD represents Rh30, Rh41, and RD cells transiently transfected with NT siRNA, respectively. (**B**) Protein levels of PAX3-FKHR (GFP-PF and PF) and CPT1A in cells (NIH3T3 or RD) transiently transfected with either GFP or GFP-PF, or Rh30 transiently transfected with either NT siRNA or PF siRNA. Actin was an equal loading control. (**C**) RD or NIH3T3 cells were transiently transfected with either GFP empty vector or GFP-PAX3-FKHR (GFP-PF). The mRNA levels of CPT1A in 3T3/GFP or RD/GFP was arbitrarily set as 1.

### Induction of CPT1A transcription by PAX3-FKHR involves a paired-box domain (PD) binding site-dependent transactivation

To investigate whether PAX3-FKHR controls *CPT1A* transcription by binding to *CPT1A*’s promoter, we analyzed the DNA sequence 5′ to the *CPT1A* transcription start site and identified 3 putative PAX3-FKHR binding sites that matched the consensus composite sequence: a paired-box domain (PD) binding site (GTTC/AT/C) followed by a linker sequence and a homeodomain (HD) binding site (ATTA) (Figure 4A). For comparison, we also included PRO1, a sequence that contains an HD binding site followed by a PD binding site in our analysis. To investigate the contribution of these putative PAX3-FKHR binding sites to the transactivation of *CPT1A*, we generated 4 luciferase reporter constructs: PRO1-tk-luc, PRO2-tk-luc, PRO3-tk-luc and PRO4-tk-luc (Figure 4A and B). In NIH3T3 cells, a PAX3-FKHR–negative cell line commonly used to evaluate the function of PAX3-FKHR [22], ectopic expression of PAX3-FKHR substantially transactivated PRO2-tk-luc (57% increase) and PRO3-tk-luc (42% increase), only slightly transactivated PRO1-tk-luc (17% increase), and failed to transactivate PRO4-tk-luc, suggesting that PRO2, PRO3, and possibly PRO1 might contain the binding element for PAX3-FKHR. To confirm this, we mutated the putative PD-binding site in each reporter construct to generate PRO1m-tk-luc, PRO2m-tk-luc, PRO3m-tk-luc, and PRO4m-tk-luc (Figure 4A) and then tested the responses of each to PAX3-FKHR expression. As shown in Figure 4B, mutating the PD-binding site in PRO2 abolished its transactivation by PAX3-FKHR. Mutating the PD-binding site in PRO1 and PRO3 not only abolished the reporters’ transactivation by PAX3-FKHR but also decreased their basal activities (65% decrease for PRO1 and 69% decrease for PRO3), possibly because the basal activation of PRO1 and PRO3 is primarily mediated by mechanism independent of PAX3-FKHR. The requirement of an intact PD binding site for PAX3-FKHR–mediated transactivation is consistent with previous reports [5,21,23]. Our data suggest that the promoter region of *CPT1A* contains the binding sites for PAX3-FKHR, which are required for PAX3-FKHR-mediated transactivation.

**Figure 4:**
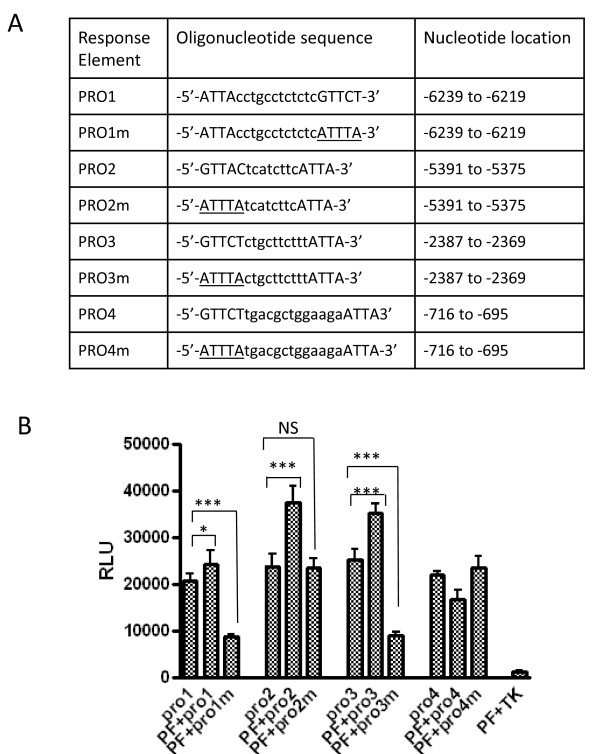
**Functional analysis of the putative PAX3-FKHR response elements upstream of the*CPT1A*transcription start site (TSS).** (**A**) The putative binding sites (ie, PRO1, PRO2, PRO3 and PRO4) containing a composite PD (GTTC/AT/C) and HD (ATTA) recognition site and the corresponding mutants with the PD site mutated (ie, PRO1m, PRO2m, PRO3m and PRO4m). Nucleotide locations are relative to the TSS. (**B**) Transcriptional activity of putative PAX3-FKHR binding sites. NIH3T3 cells were transfected as indicated 24 hours prior to luciferase assays. TK is the reporter without any PRO sequence and was used as a negative control. Data were expressed as relative luciferase units (RLUs) by normalizing firefly luciferase activity to Renilla luciferase activity. PF, PAX3-FKHR.

### PAX3-FKHR participates in regulating CPT1A transcription

We next investigated whether PAX3-FKHR interacts with the promoter region of *CPT1A* by performing an *in vitro* electrophoretic mobility shift assay (EMSA). As shown in Figure 5A, biotin-labeled wild-type PRO2 probe (lane 1) was shifted by the addition of nuclear extract from HEK293T cells transfected with GFP-PAX3-FKHR (lane 2), but not by nuclear extract from HEK293T cells transfected with a control vector (GFP only) (lane 3), indicating the formation of a specific complex between GFP–PAX3-FKHR and the biotin-labeled wild-type PRO2. The specific DNA-protein complex was disrupted by the inclusion of a wild-type un-labeled PRO2 (lane 4), but not by a mutated un-labeled PRO2m (lane 5). The amount of GFP–PAX3-FKHR and GFP used in the EMSA assay is shown in Figure 5B. Similar results were obtained when *in vitro*-translated PAX3-FKHR was used ( Additional file 3: Figure S2). These results indicate that PAX3-FKHR binds to the promoter region of *CPT1A* in a PD binding site–dependent manner, further confirming that *CPT1A* is a transcriptional target of PAX3-FKHR.

**Figure 5:**
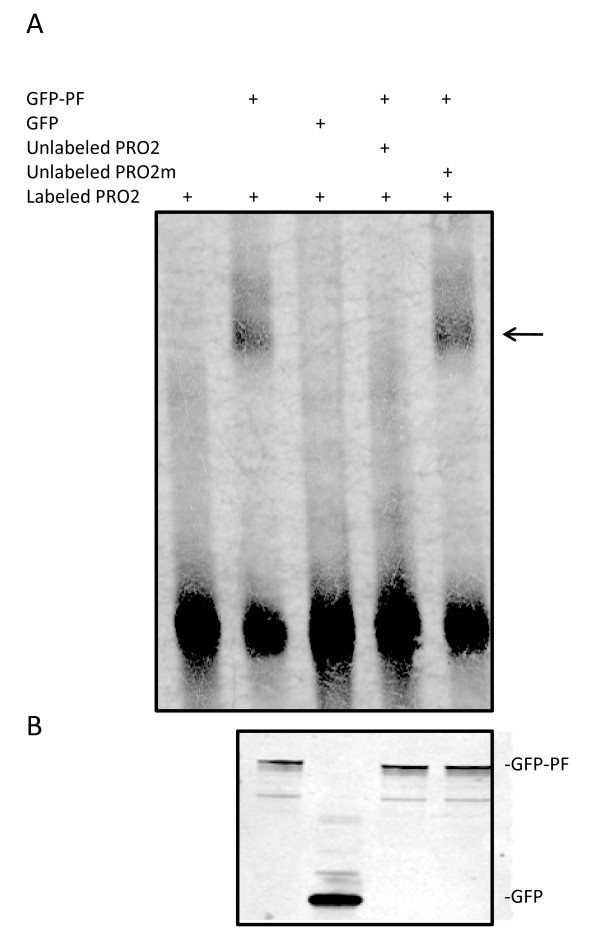
**PAX3-FKHR binds to the*CPT1A*promoter.** (**A**) EMSA analysis of GFP–PAX3-FKHR binding to CPT1A putative binding site 2 (PRO2). All lanes contain labeled PRO2 in addition to other components, as indicated. 100-fold excess unlabeled wild-type (PRO2) or PD-binding site mutant (PRO2m) was used to compete with the labeled PRO2 DNA probe for GFP-PAX3-FKHR binding. GFP-PF, nuclear extract prepared from HEK293T cells transfected with GFP-PAX3-FKHR; GFP, nuclear extract prepared from HEK293T cells transfected with GFP vector only. Arrow indicates the PAX-FKHR-DNA complexes. (**B)** The amount of GFP-PF and GFP in the nuclear extracts used for the EMSA, revealed by using an anti-GFP antibody in a Western blot analysis.

### CPT1A promotes cell motility in ARMS cells

To determine whether PAX3-FKHR’s regulation of motility in ARMS cells is mediated by CPT1A, we first measured the effect of downregulating *CPT1A* on Rh30 cell motility in the wound-healing assay. *CPT1A* siRNA reduced Rh30 cell motility by 33% (Figure 6A), whereas PF siRNA reduced it by 67%. *CPT1A* siRNA has less effect on wound-healing than PF siRNA, possibly because other transcription targets of PAX3-FKHR also play roles in regulating cell motility. The high efficiency of siRNA-mediated CPT1A and PAX3-FKHR downregulation is shown in Figure 6B. The effect of *CPT1A* siRNA on cell motility was confirmed by using two different individual siRNAs, *CPT1A* siRNA 1 and *CPT1A* siRNA 2 ( Additional file 4: Figure S3A and S3B). Whereas *CPT1A* siRNA significantly reduced Rh30 cell motility, its effect on the cell growth of Rh30 is marginal ( Additional file 4: Figure S3C). We further confirmed the effect of downregulating *CPT1A* on cell motility by using Etomoxir, a pharmacologic inhibitor of CPT1 [24]. In published studies, etomoxir were used at 100 – 200 μM range in cell-based assays [24]. We tested a range of etomoxir concentrations between 10 and 200 μM. Etomoxir decreased the motility of Rh30 cells in a dose-dependent manner (Figure 7 and Additional file 5: Figure S4A). The effect of etomoxir on cell motility was significant only at higher concentration ( Additional file 5: Figure S4A), possibly because of the high level of CPT1A present in Rh30 cells (Figure 3B). However, the effect of etomoxir is specific to Rh30 cells – at all concentrations tested, etomoxir failed to reduce the cell motility of RD ( Additional file 5: Figure S4B), a PAX3-FKHR-negative ERMS cell line with very low level of CPT1A (Figure 3A and 3B). These results indicate that downregulation of CPT1A, either by gene knockdown, or by pharmacologic intervention, leads to decreased cell motility in Rh30 cells. Taken together, these data reveal a novel function of CPT1A in promoting cell motility in ARMS.

**Figure 6:**
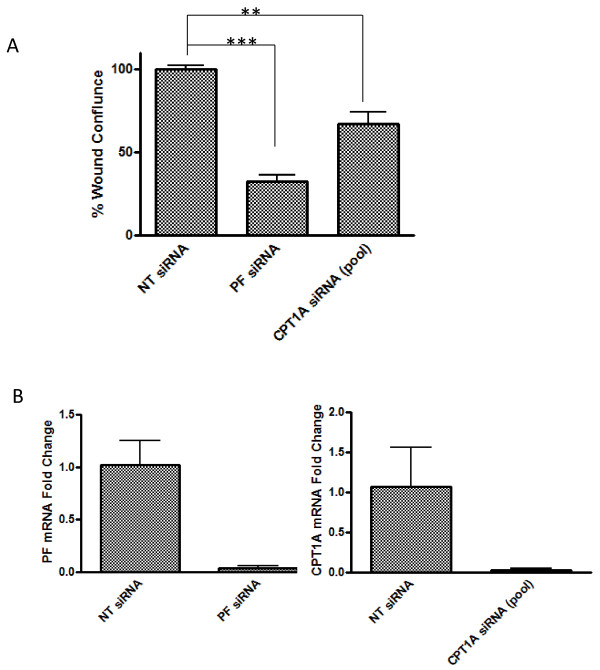
**Downregulation of CPT1A decreases cell motility in Rh30 cells.** (**A**) NT siRNA, PAX3-FKHR siRNA, or CPT1A siRNA (ON-TARGETplus SMARTpool) was transfected into Rh30 cells, and wound healing assays were performed as described in Figure 2. (**B**) The knockdown efficiency was confirmed by using real-time RT-PCR.

**Figure 7:**
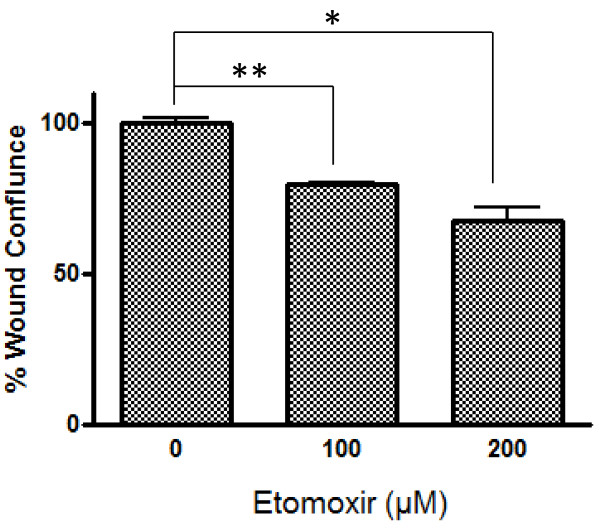
**Inhibition of CPT1A decreases the motility of Rh30 cells.** Wound healing assay was performed as described in Figure 2, with or without Etomoxir (100 or 200 μM).

## Discussion

Intensive efforts have recently been made to identify the signaling pathways involved in PAX3-FKHR–mediated ARMS tumorigenesis, including efforts to identify the transcription targets of PAX3-FKHR [1]. The rationale of our study is that if the transcription targets of PAX3-FKHR also mediate the function of PAX3-FKHR in regulating ARMS tumorigenesis, then these PAX3-FKHR transcription targets would be novel therapeutic targets for ARMS. However, few genes have been commonly identified by previous studies using different approaches [25]. Some studies focused on induction of gene expression by overexpressing PAX3-FKHR in a non-ARMS background, however, ectopic expression of PAX3-FKHR might not lead to induction of endogenous PAX3-FKHR target genes in a non-ARMS environment. Other studies focused on genes whose expression is present in PAX3-FKHR-positive tumor samples but is absent in PAX3-FKHR–negative tumor samples, however, PAX3-FKHR is not the only difference between these tumor samples [1,25]. In order to identify transcriptional targets of PAX3-FKHR in an ARMS cellular context, we used PAX3-FKHR-specific shRNA to stably knockdown PAX3-FKHR in Rh30 cells. In the PAX3-FKHR stable knockdown clones we used, only 50% of PAX3-FKHR was knocked down, likely because PAX3-FKHR positively regulates the cell growth of Rh30 cells; therefore, complete knockdown of PAX3-FKHR would significantly and negatively affect the growth of Rh30 cells. Indeed, even with only 50% stable knockdown of PAX3-FKHR in Rh30 cells, there is already a drastic defect in anchorage-independent growth. Similarly, the cell motility, as revealed by the wound healing assay, decreases significantly in the stable knockdown clones. The observations that PAX3-FKHR regulates ARMS cell growth and cell motility were in agreement with those made in previous studies of other ARMS cell lines [2,19,20]. Because our knockdown clones had significant defects in the function of PAX3-FKHR, we used them for gene-profiling analysis. Among the genes whose expression was downregulated in the PAX3-FKHR knockdown clone were *CNR1, ALDH1A3, EYA2, MCTP2, MXRA5, NTF3, OLIG1, SEPP1, SULF2,* and *TOX3* ( Additional file 2: Table S1), genes previously shown to be target genes of PAX3-FKHR in several independent studies [1,21], and *CPT1A*, a novel transcriptional target gene of PAX3-FKHR. *CPT1A* was not identified as a target gene of PAX3-FKHR in other studies, most likely because of the different cellular model systems used. Interestingly and significantly, downregulation of CPT1A causes defects in cell motility, at least partially recapitulating the defects caused by downregulation of PAX3-FKHR. In addition, overexpression of PAX3-FKHR in either RD or NIH3T3 cells leads to moderate upregulation of CPT1A. Furthermore, PAX3-FKHR binds to the promoter region of *CPT1A* in a PD binding site–dependent manner. Therefore, our study identified *CPT1A* as a novel transcriptional target of PAX3-FKHR that also carries out the function of PAX3-FKHR in regulating cell motility.

CPT1 is a key regulatory enzyme regulating fatty-acid oxidation and has been heavily studied as a therapeutic target for the treatment of the metabolic syndrome [26]. A few recent reports also implicate the involvement of CPT1 in regulating apoptosis and in cancer development [27,28]. Despite decreased expression in the cytoplasm of several tumor tissues, CPT1A expression was found to localize in the nuclei, where it interacts with histone deacetylase protein complexes in neoplastic cells [29]. A recent study showed that CPT1C is frequently upregulated in human lung tumor and that CPT1C depletion via siRNA suppresses xenograft tumor growth *in vivo*, suggesting that CPT1C may be a new therapeutic target for the treatment of hypoxic tumors [10]. Another report suggests that in prostate cancer, androgen upregulates the mRNA level of CPT1, leading to increased mitochondrial oxidation of fatty acids and increased production of reactive oxygen species known to be associated with prostate cancer cell proliferation [30]. The role of CPT1 in regulating cancer cell proliferation appears to be emerging. Our study identifies *CPT1A* as a transcriptional target of PAX3-FKHR. Furthermore, downregulation of CPT1A at least partially mimics the effect of downregulating PAX3-FKHR, providing a functional link between PAX3-FKHR and CPT1A in regulating cell motility in ARMS. This is the first evidence that CPT1A positively contributes to the regulation of cancer cell motility.

## Conclusions

In conclusion, our goal was to identify druggable transcription targets of PAX3-FKHR that are also downstream effectors of PAX3-FKHR–mediated cell motility. We provide evidences that CPT1A is such a transcriptional target of PAX3-FKHR that also regulates cell motility. Pharmacologic modulator of CPT1 is available, and CPT1 has been studied as a therapeutic target for the treatment of the metabolic syndrome [26]. Our study revealed the novel function of CPT1A in promoting cell motility, and suggests that CPT1A [4] could be a novel therapeutic target for ARMS. However, how CPT1A regulates cell motility is still unclear. Future efforts should be directed to better understand the molecular mechanism responsible for CPT1A-mediated cell motility, in order to facilitate the full validation of CPT1A as a novel therapeutic target for the treatment of ARMS.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LL carried out all experiments, performed data analysis, and drafted the manuscript. YW provided assistance in microarray study design and data analysis. JW provided assistance in EMSA. JC provided assistance in cell growth and wound healing analysis by using the IncuCyte system. TC conceived of the study, and participated in its design and coordination, revised and finalized the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/12/154/prepub

## Supplementary Material

Additional file 1 **Figure S1. Downregulation of PAX3-FKHR slightly decreases the growth rate of Rh30 cells.** Cell growth of Rh30 control clone (CON) and PAX3-FKHR knockdown clones (KD1 and KD2) was monitored by using the IncuCyte live-cell imaging system, and was expressed as % of cell confluence as defined by the IncuCyte software. Click here for file

Additional file 2 Table S1. Genes downregulated when PAX3-FKHR is downregulated. Click here for file

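Table S1 lists 96 genes, and each was matched to its probes by the accession it gives. With the brightest probe of each gene, 94 had a mean log2 ratio below 0 in both KD1 comparisons. The median over the list was −2.35 in KD1 vs CON, −2.57 in KD1 vs WT and 0.01 in WT vs CON. As the list was selected on these arrays, these values are no independent evidence for it. With the criteria applied per comparison and the negative control limit on every array, 65 of the 96 genes were selected. The other 31 were not, and with that limit applied on a single array all 96 were selected. In the processed signals, the largest mean decreases among the selected genes were those of C9orf125 (now PGAP4), TUSC1, C5orf62 (now SMIM3), LAYN and NETO2. C9orf125 (A_23_P20743, chromosome 9 of NCBI36, 103277456 to 103277515) had −7.71 ± 0.32 (SD, n = 2) in KD1 vs CON and −7.32 ± 0.95 in KD1 vs WT, with adjusted p of 4.83e-05 and 0.000158 from limma. In KD1 it was well above background on 3 of 8 arrays, and C5orf62 on 1 of 8, so that the size and order of these decreases rest in part on background values. The other C9orf125 probe (A_24_P886096) was well above background on 0 of 8 arrays in KD1 and at least 50.2-fold lower than in CON and at least 49.8-fold lower than in WT. TUSC1 was well above background on 0 of 8 arrays in KD1 and at least 41.0-fold lower than in CON and at least 28.4-fold lower than in WT. LAYN had −6.28 ± 0.37 in KD1 vs CON and −6.05 ± 0.13 in KD1 vs WT. It lies in a stretch of chromosome 11 with a running median of −0.37 and −0.28 in these comparisons. Under normexp and loess it did not, judged by the limit of −0.185 from the processed signals. Its other probe (A_24_P205025), placed on the opposite strand, had −0.57 ± 0.35 in KD1 vs CON and −0.68 ± 0.31 in KD1 vs WT. That probe was well above background on 8 of 8 arrays in each culture.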

Additional file 3 **Figure S2. *In vitro*EMSA analysis of PAX3-FKHR binding to CPT1A putative binding site 2 (PRO2).** All lanes contain labeled PRO2 in addition to other components, as indicated. 100-fold excess unlabeled wild-type (PRO2) or PD-binding site mutant (PRO2m) was used to compete with the labeled PRO2 DNA probe for PAX3-FKHR binding. PF*, in vitro translated* PAX3-FKHR. Arrow indicates the PAX3-FKHR-PRO2 complexes. The amount of PAX3-FKHR used for the EMSA was shown in the lower panel in a Western blotting analysis using anti-FKHR antibodies. Click here for file

Additional file 4 **Figure S3. Downregulation of CPT1A decreases cell motility in Rh30 cells.** (A) Individual CPT1A siRNA (1 or 2) was transiently transfected into Rh30 cells. Wound healing assays were performed as described in Figure 2. (B) The knockdown efficiency was revealed by using real-time RT-PCR. (C) CPT1A siRNA does not significantly affect cell growth. Click here for file

Additional file 5 **Figure S4. Etomoxir decreases the motility of Rh30, but not RD cells.** Rh30 (A) or RD (B) cells were treated with different concentration of etomoxir and cell motility was monitored at different time points as indicated. Wound healing assays were performed as described in Figure 2. Click here for file

# Supplementary material for: Carnitine palmitoyltransferase 1A (CPT1A): a transcriptional target of PAX3-FKHR and mediates PAX3-FKHR–dependent motility in alveolar rhabdomyosarcoma cells
**Source:** BMC Cancer. 2012 Apr 25;12:154. doi: 10.1186/1471-2407-12-154
**Supplement:** Additional file 2 — Table S1. Genes downregulated when PAX3-FKHR is downregulated.

**Supplementary Table S 1. Genes downregulated when PAX3-FKHR is downregulated**

| **Symbol** | **Accession Number** | **Full Gene Name** |
| --- | --- | --- |
| C9orf125 | NM_032342 | chromosome 9 open reading frame 125 |
| TUSC1 | NM_001004125 | tumor suppressor candidate 1 |
| C5orf62 | NM_032947 | chromosome 5 open reading frame 62 |
| LAYN | NM_178834 | layilin |
| NETO2 | NM_018092 | neuropilin (NRP) and tolloid (TLL)-like 2 |
| SUMO3 | NM_006936 | SMT3 suppressor of mif two 3 homolog 3 |
| ITPRIPL2 | NM_001034841 | inositol 1,4,5-triphosphate receptor interacting protein-like 2 |
| SPESP1 | NM_145658 | sperm equatorial segment protein 1 |
| BMPR1B | NM_001203 | bone morphogenetic protein receptor, type IB |
| BC034319 | BC034319 | cDNA clone IMAGE:4837650 |
| HEPH | NM_014799 | hephaestin, transcript variant 2 |
| MAGEH1 | NM_014061 | melanoma antigen family H |
| FLI1 | NM_002017 | Friend leukemia virus integration 1 |
| GPM6B | NM_001001996 | glycoprotein M6B, transcript variant 2 |
| OLIG1 | NM_138983 | oligodendrocyte transcription factor 1 |
| FBXO4 | NM_012176 | F-box protein 4 , transcript variant 1 |
| FBN2 | NM_001999 | fibrillin 2 |
| SIRPA | NM_001040022 | signal-regulatory protein alpha, transcript variant 1 |
| NTF3 | NM_002527 | neurotrophin 3, transcript variant 2 |
| NLRX1 | NM_170722 | NLR family member X1 |
| SEPP1 | NM_005410 | selenoprotein P, plasma, 1 (SEPP1), transcript variant 1 |
| C7orf46 | NM_001127364 | chromosome 7 open reading frame 46, transcript variant 2 |
| LOC401022 | BC030713 | hypothetical LOC401022, mRNA (cDNA clone IMAGE:4827714) |
| SULF2 | NM_018837 | sulfatase 2, transcript variant 1 |
| TBC1D8B | NM_017752 | TBC1 domain family, member 8B (with GRAM domain), transcript variant 1 |
| SFRS13B | NM_080743 | splicing factor, arginine/serine-rich 13B |
| ZNF512B | NM_020713 | zinc finger protein 512B |
| LGI2 | NM_018176 | leucine-rich repeat LGI family, member 2 |
| ARHGAP25 | NM_001007231 | Rho GTPase activating protein 25, transcript variant 1 |
| USP43 | NM_153210 | ubiquitin specific peptidase 43 |
| DLL3 | NM_203486 | delta-like 3 transcript variant 2 |
| PTPRE | NM_006504 | protein tyrosine phosphatase, receptor type, E (PTPRE), transcript variant 1 |
| RNASEL | NM_021133 | ribonuclease L (2',5'-oligoisoadenylate synthetase-dependent) |
| EYA2 | NM_005244 | eyes absent homolog 2 , transcript variant 1 |
| COL2A1 | NM_001844 | collagen, type II, alpha 1, transcript variant 1 |
| ATP2A3 | NM_174953 | ATPase, Ca++ transporting, ubiquitous, transcript variant 5 |
| CNR1 | NM_033181 | cannabinoid receptor 1, transcript variant 2 |
| CPT1A | NM_001031847 | carnitine palmitoyltransferase 1A |

| BC043547 | BC043547 | clone IMAGE:5171873 |
| --- | --- | --- |
| SYTL4 | NM_080737 | synaptotagmin-like 4, transcript variant 1 |
| ARRDC2 | NM_001025604 | arrestin domain containing 2, transcript variant 2 |
| ENST00000368503 | ENST00000368503 | Discoidin, CUB and LCCL domain-containing protein 1 Precursor |
| PTN | NM_002825 | pleiotrophin |
| CDH6 | NM_004932 | cadherin 6, type 2, K-cadherin (fetal kidney) (CDH6) |
| C13orf27 | NM_138779 | chromosome 13 open reading frame 27 |
| PRDX2 | NM_005809 | peroxiredoxin 2 |
| DCBLD1 | NM_173674 | discoidin, CUB and LCCL domain containing 1 |
| KIF5C | NM_004522 | kinesin family member 5C |
| IAH1 | NM_001039613 | isoamyl acetate-hydrolyzing esterase 1 homolog |
| PDGFRL | NM_006207 | rplatelet-derived growth factor receptor-like |
| NKAIN1 | NM_024522 | Na+/K+ transporting ATPase interacting 1 |
| AGPAT9 | NM_032717 | 1-acylglycerol-3-phosphate O-acyltransferase 9 |
| SPA17 | NM_017425 | sperm autoantigenic protein 17 |
| ENPP4 | NM_014936 | ectonucleotide pyrophosphatase/phosphodiesterase 4 |
| MKX | NM_173576 | mohawk homeobox |
| TMEM17 | NM_198276 | transmembrane protein 17 |
| MPP1 | NM_002436 | membrane protein, palmitoylated 1 |
| AK024680 | AK024680 | cDNA: FLJ21027 fis, clone CAE07110 |
| GAS7 | NM_201433 | growth arrest-specific 7 |
| C1QTNF5 | NM_015645 | C1q and tumor necrosis factor related protein 5 |
| CD33 | NM_001772 | CD33 molecule |
| SLC19A1 | NM_194255 | solute carrier family 19 (folate transporter), member 1 |
| TOX3 | NM_001146188 | TOX high mobility group box family member 3 |
| ARC | NM_015193 | activity-regulated cytoskeleton-associated protein |
| A2LD1 | NM_033110 | AIG2-like domain 1 |
| ITGB3 | S70348 | integrin beta 3 mRNA |
| EFNB3 | NM_001406 | ephrin-B3 |
| P2RX5 | NM_002561 | purinergic receptor P2X, ligand-gated ion channel, 5 |
| PWWP2B | NM_138499 | PWWP domain containing 2B |
| HOXA9 | NM_152739 | homeobox A9 |
| MXRA5 | NM_015419 | matrix-remodelling associated 5 |
| TNFRSF1B | NM_001066 | tumor necrosis factor receptor superfamily, member 1B |
| MDK | NM_001012334 | midkine (neurite growth-promoting factor 2) |
| CCL2 | NM_002982 | chemokine (C-C motif) ligand 2 |
| HAND2 | NM_021973 | heart and neural crest derivatives expressed 2 |
| C2CD2 | NM_015500 | C2 calcium-dependent domain containing 2 |
| MCTP2 | AL832717 | cDNA DKFZp313B039 |
| KCNK5 | NM_003740 | potassium channel, subfamily K, member 5 |

| RILP | NM_031430 | Rab interacting lysosomal protein |
| --- | --- | --- |
| ALDH1A3 | NM_000693 | aldehyde dehydrogenase 1 family, member A3 |
| HOXD1 | NM_024501 | homeobox D1 |
| SLC2A10 | NM_030777 | solute carrier family 2 (facilitated glucose transporter) |
| ACSS1 | NM_032501 | acyl-CoA synthetase short-chain family member 1 |
| tcag7.1307 | AK125809 | cDNA FLJ43821 fis, clone TESTI4002290 |
| TFF3 | ENST00000291525 | Trefoil factor 3 Precursor (Intestinal trefoil factor) |
| CGNL1 | NM_032866 | cingulin-like 1 |
| EDA | NM_001399 | ectodysplasin A transcript variant 1 |
| NDRG2 | NM_201535 | NDRG family member 2 transcript variant 1 |
| HOXB13 | NM_006361 | homeobox B13 |
| NME4 | NM_005009 | non-metastatic cells 4 |
| PTPN3 | NM_002829 | protein tyrosine phosphatase, non-receptor type 3 |
| SRPX | NM_006307 | sushi-repeat-containing protein, X-linked |
| PTGR1 | NM_012212 | prostaglandin reductase 1 |
| BC028039 | BC028039 | thymosin beta15b |
| BDH1 | NM_203314 | 3-hydroxybutyrate dehydrogenase, type 1 |
| BLVRA | NM_000712 | biliverdin reductase A |

How the deposited data were processed for this re-analysis (not part of the article)

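Gene expression was measured on 12 arrays of the Agilent whole human genome design with 45015 features, 43376 of them spots of 41000 gene probes and 153 negative controls. Each array holds a Cy3-labeled and a Cy5-labeled RNA from parental Rh30 cells (WT), the control clone (CON) or the PAX3-FKHR knockdown clone (KD1). The 3 comparisons, WT vs CON, KD1 vs CON and KD1 vs WT, each have 2 biological replicates and a dye-swap pair per replicate. Cells were grown for 24 h after plating, with puromycin at 1 μg/mL for the clones and without it for WT, and 500 ng of RNA was labeled.

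The authors extracted the spots with Agilent Feature Extraction and deposited, for each spot, linear intensity values: mean signals, local background, background-subtracted signals, and processed signals after detrending, linear scaling and lowess normalization within the array, with a surrogate value where a spot was not above background. They also deposited a log10 ratio of the red over the green processed signal, which is 0 where both channels are surrogates. In the deposited series table the authors give the same ratio per probe on the log2 scale, and the largest difference between that table and the log10 ratio after conversion was 5.35e-06. All per-sample columns of that table were matched to an array, with 0 left over. Between 6070 and 7446 probes per array have a value of exactly 0 there. The scanner model and resolution named in the deposited headers differ from those given in the paper. Genome positions are those in the files, on build NCBI36. Of 19229 RefSeq accessions on the array, 18606 were matched to a gene table of assembly GRCh38.p14, which was used for current names only.

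Log2 ratios were computed from the authors' processed intensities, turned so that the first culture of a comparison is the numerator, averaged over spots of a probe without outlier-flagged spots (95 to 188 per array), and averaged over each dye-swap pair. No spot was saturated. The 99th percentile of the negative controls was between 1.81 and 40.6 in Cy3 and between 2.53 and 40.7 in Cy5, while the median background-subtracted signal of all probes was between 55.5 and 78.8 in Cy3 and between 33.0 and 43.4 in Cy5. The replicate values correlated across 21870 probes with 0.697 in KD1 vs CON, 0.460 in WT vs CON and 0.370 in KD1 vs WT; probes are not independent replicates.

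The selection criteria were applied as a mean of the 2 replicate values of at least 2-fold in each of the 2 KD1 comparisons with the same direction, a signal above the 99th percentile of the negative controls in at least 1 channel of every array, and the same direction on every array, counting genes. The same criteria were applied with CON and with WT in the place of KD1. Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 6 replicate values with a coefficient per comparison. The residual degrees of freedom were set to 2, because the 3 comparisons of a replicate share 3 extracts, and p was adjusted by Benjamini-Hochberg with a threshold of 0.05 over the probes tested. Tested on simulated data for KD1 vs CON with 21937 probes, of which 200 were changed by 2 on the log2 scale, this fit recovered 94.1% of the changed probes with 10 false calls on average over 20 simulations, and the criteria recovered 99.6% with 23.4 false selections. No group holds more than 2 samples, so splits of the samples were not counted and no single sample was tested for being far from its group. A gene was represented by its brightest probe. The genes named in the text are those the paper names in its microarray text, the genes joined in the fusion, CPT1B, CPT1C, GAPDH and ACTB, and the 5 genes with the largest mean decrease and the 5 with the largest mean increase among the selected genes. Where a probe was not well above background on any array of a culture, a lower bound of its fold was computed against the background limit. These bounds compare means and make no allowance for the spread of the replicates.

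Gene lists for interferon-stimulated, muscle differentiation, fatty-acid oxidation, cell-cycle and HOX genes, written from general knowledge, were compared with 10000 random lists of the same size matched on mean intensity. Running medians over 51 neighbouring expressed genes were computed along each chromosome for 15556 genes and compared with 500 shuffled gene orders. Stretches were runs of genes at which the running medians of both comparisons of a culture passed the limit of the shuffled orders, and those of at least 5 genes were counted. The stretches of the alternatives were judged by the limits from the processed signals of both replicates, not by limits of their own. The genes selected for each culture were compared with all placed genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over chromosomes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and the R package data.table 1.17.8 were used.

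The alternatives were normexp background correction with an offset of 50 and loess; centring each array on its median in place of lowess; the series table; separate-channel values per extract without the replicate block; each replicate left out; an average over both comparisons; a mean of linear folds; other limits for dim probes; no dye-swap requirement; probes in place of genes; outlier-flagged spots kept; and, for the tests, the values of the comparison alone, 3 residual degrees of freedom, extract levels with the replicate block, a fit to the 12 arrays with dye effects per slide, Student's t-test, and a wider window for the running medians. These choices, the gene lists and the rule for named genes were set before the data were examined. A 2-fold change required on every array, alone or with the negative control limit on a single array, and thresholds of 4-fold and 8-fold, and for the gene lists and running medians also centring each array on its median, were chosen after seeing the data. The paper's RT-PCR, protein and motility experiments have no deposited data and were left out.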

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

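The tests of 2 explanations for the genes that set KD1 apart from both other cultures and of chromosome loss for the genes lower in KD1 were written down first; the tests on the muscle genes, on the genes lower in CON, on the genes outside stretches, on the normalization behind the running medians, on pairs of KD1 comparisons without a shared extract and on the 8-fold threshold were chosen only after the result was seen.

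The paper does not report which genes set CON or WT apart from the other cultures. By the paper's criteria as applied here, 239 genes set CON apart from both KD1 and WT and 262 set WT apart from both KD1 and CON, beside 257 for KD1. With 1 replicate left out, the numbers were 294 and 500 for CON, 673 and 687 for WT, and 282 and 936 for KD1. With 2-fold on every array and the negative control limit on a single array, a reading chosen after seeing the data that holds all 96 genes of Table S1, the numbers were 144 for CON, 104 for WT and 139 for KD1. In WT vs CON, which involves no knockdown, limma called 365 probes (158 lower in WT). Simulated extracts without any change gave at most 29 probes meeting the fold and direction criteria. The KD1 comparisons share their extracts. The planned comparison of the 96 probes called in both with simulations decides nothing, because almost no probe is called after adjustment in data without any change. However, KD1 vs CON of one replicate and KD1 vs WT of the other share no extract. In these 2 pairs, 254 of 326 (77.9%) and 342 of 374 (91.4%) of the probes at least 2-fold apart in both had the same direction, where chance gives 48.1% and 49.1%, which argues against the shared extracts as the whole source of the overlap. Under normexp and loess the shares were 80.6% and 87.8%, and with median centring 75.5% and 90.3%. The numbers for CON and WT are consistent with separately grown clones or cultures differing from each other about as much as KD1 does, which leaves open how many of the 257 genes depend on PAX3-FKHR. At the 8-fold threshold, 24 genes were lower in KD1, 7 in CON and 6 in WT. In the other direction, 4 genes were higher in KD1, 4 in CON and 11 in WT. There was a single clone of each kind, and a second knockdown clone was not on the arrays. A knockdown effect and a difference of the KD1 clone therefore cannot be told apart for the 24 genes lower in KD1.

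Along the chromosomes, the lowest running median shared by both KD1 comparisons was −0.46, on chromosome 9, outside the limit of −0.18 and reached in 0 of 500 shuffled gene orders. Without replicate 2 the lowest value was −0.50, also on chromosome 9, and without replicate 1 it was −0.57, on chromosome 21. With each array centred on its median in place of lowess, the lowest value was −0.49, in the same place and outside its own limit of −0.18, which argues against the authors' lowess normalization as the cause. Under normexp and loess the lowest value was −0.32, on the X chromosome. In KD1, 25 stretches of at least 5 genes were lower. Among them were 65801241 to 69177414 on chromosome 11, which holds CPT1A (but not under normexp and loess at the limit of the processed signals), and 124038472 to 179445143 on chromosome 4. A lower stretch on chromosome 21 ran from 39478644 to 45315309, and without replicate 1 from 36926876 to 45315309. Without replicate 2 only 45050368 to 45315309 remained, so most of the chromosome 21 stretch rests on replicate 2. Of 157 placed genes selected as lower in KD1, 24 (15.3%) lay where the running medians passed the limit, which holds for 5.94% of placed genes (odds ratio 2.91, Fisher's exact p = 1.81e-05), and by chromosome, 10 lay on chromosome 21 (6.37% against 1.04%, adjusted p = 0.000132) and 15 on the X chromosome (9.55% against 3.62%, adjusted p = 0.00669). Chromosome 1 held fewer than its share (6 genes, 3.82% against 10.2%, adjusted p = 0.0384), and chromosome 9, with the lowest running median, did not pass the threshold (13 genes, 8.28% against 4.17%, adjusted p = 0.0887). This is consistent with loss of chromosome regions in the KD1 clone for a part of the genes lower in KD1. For the other 133 genes, which lie outside such stretches, a loss of a few genes and a change of expression cannot be told apart, because a running median over 51 genes cannot show a loss that short. The shift of the stretches was also smaller than the 2-fold decrease that each selected gene shows, so it may account for a part of the decrease of the genes within them. The selected genes are among those in the windows that define the stretches, and Fisher's exact test takes neighbouring genes as independent. The p-values of that test are therefore not independent evidence for a loss. Copy number was not measured, and a coordinated change of neighbouring genes by another route stays open.

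The CON clone shows the same kind of pattern. Of 137 placed genes selected as lower in CON, 34 (24.8%) lay in stretches that were lower in CON, which span 6.71% of placed genes (odds ratio 4.71, Fisher's exact p = 1.6e-11), and 22 lay on chromosome 13 (16.1% against 1.65%, adjusted p = 1.52e-14). From 56787459 to 109600348 on chromosome 13, the median log2 ratio of 74 genes was 0.76 in KD1 vs CON and 0.99 in WT vs CON, and −0.15 in KD1 vs WT. This may be a loss of that region in CON, as a hypothesis found on the same data. The limits of Fisher's exact test given for KD1 hold for CON too. For the other 103 genes, outside the stretches, a loss of a few genes and a change of expression cannot be told apart either. In WT, 0 of 113 genes lower and 1 of 83 genes higher lay in a stretch of the same direction. Those stretches span only 0.23% and 0.57% of placed genes, so these numbers cannot show that an overlap is lacking in WT.

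The muscle differentiation genes, which the paper does not discuss, had a median log2 ratio of −0.80 in WT vs CON, with 3 of 26 genes above 0, and 0.74 in KD1 vs WT, with 21 of 25 above 0. The middle 95% of random lists lay between −0.17 and 0.15 and between −0.17 and 0.16. In KD1 vs CON the median was −0.04, within the random lists, but −0.21 and below them in replicate 1 alone. With each replicate alone, WT vs CON gave −0.69 and −1.12. With each array centred on its median in place of lowess, WT vs CON gave −0.87, outside its random lists, which argues against the authors' lowess normalization. Normexp and loess gave −0.42, also outside its random lists. A difference between slides is argued against by KD1 vs WT, which was on other slides than WT vs CON and gave 0.40 and 1.22 with each replicate alone. The knockdown of PAX3-FKHR is argued against by the −0.80 between WT and CON, neither of which carries it. Puromycin and the selection of a clone stay open. With 0.74 in KD1 vs WT, an effect of puromycin and a difference between the clones and their parental cells cannot be told apart, because WT was the only culture grown without it.

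The interferon-stimulated genes, which the paper does not discuss, had a median log2 ratio of 0.56 in KD1 vs CON, with 13 of 17 genes above 0, 0.82 in KD1 vs WT and −0.55 in WT vs CON. All 3 lay outside the middle 95% of random lists. The replicates went in opposite directions in KD1 vs CON, with −0.28 in replicate 1 alone and 1.04 in replicate 2 alone. In replicate 1 alone, the medians of 0.13 in KD1 vs WT and −0.18 in WT vs CON lay within the random lists. An interferon response to the PAX3-FKHR short hairpin RNA and a difference of the replicate 2 cultures cannot be told apart from 0.56 for that reason. CON carries a non-targeting short hairpin RNA, so KD1 vs CON cannot test a response to any short hairpin RNA. WT, the only culture without one, was also the only culture grown without puromycin. Of the genes selected as higher in KD1, 2 (IFIT2 and ISG15) are on this list, which holds 24 genes, and 0 of those selected as lower.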

How the results depend on the processing

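The 2-fold reading on every array, the 4-fold and 8-fold thresholds, and median centring for the gene lists and running medians were chosen after seeing the data; the other alternatives were set first.

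For the selected genes, given in the order lower in KD1, higher in KD1, apart in CON and apart in WT, the values as reported are 159, 98, 239 and 262. Normexp and loess gave 58, 27, 67 and 87. An average over both comparisons gave 249, 175, 421 and 475. The negative control limit on a single array gave 249, 222, 423 and 395, and no limit 249, 222, 424 and 395, since more dim probes enter. The well above background limit gave 176 higher in KD1. With a replicate left out, the ranges were 216 to 263, 66 to 673, 294 to 500 and 673 to 687, and each selection then rests on 1 value per comparison. A 2-fold change on every array gave 70, 19, 93 and 79; with the negative control limit on a single array it gave 104, 35, 144 and 104. The 4-fold threshold gave 42, 11, 34 and 47, and the 8-fold threshold 24, 4, 11 and 17, by construction fewer. Median centring, the series table, no replicate block, a mean of linear folds, no dye-swap requirement, probes in place of genes and outlier-flagged spots kept left all 4 within 1.5 times. Apart from the limits and thresholds, the cause was not tested.

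For the probes called by limma in KD1 vs CON, KD1 vs WT, WT vs CON and both KD1 comparisons, the values as reported are 393, 261, 365 and 96. Normexp and loess gave 26, 1, 2 and 0, beside 3340, 4356 and 4684 probes at an unadjusted p under 0.05 in the 3 comparisons. Median centring gave 249, 116, 135 and 44, and the share of lower calls moved from 43.3% to 31.1% in WT vs CON and from 82.3% to 93.2% in both KD1 comparisons. Of the probes called under normexp and loess in KD1 vs CON, all 26 were among the 393. Extract levels with the replicate block gave 161, 111, 131 and 38, and the fit to 12 arrays with slide dye effects 1006, 1019, 1092 and 309. Extracts with the same replicate number did not deviate together in all pairs of cultures (correlation across probes 0.541 for CON and KD1, −0.02 for CON and WT, −0.07 for KD1 and WT), but the arrays pair them; without the replicate block there were 202, 126, 115 and 56 calls. With 3 residual degrees of freedom there were 151 in KD1 vs WT, 233 in WT vs CON and 63 in both. The values of the comparison alone gave 946 in WT vs CON. No filter on dim probes gave 254 in KD1 vs CON and 200 in WT vs CON. Student's t-test gave 0, 0, 0 and 0 after adjustment, with 2378, 1554 and 1872 probes at an unadjusted p under 0.05. The series table and the well above background limit left all 4 within 1.5 times. The fit to 12 arrays takes comparisons that share extracts as independent, so its higher counts are no stronger evidence. Apart from the t-test, which has 1 residual degree of freedom by construction, the cause was not tested. Leaving out a replicate leaves no residual degrees of freedom, so no calls were made.

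The CPT1A ratios of −2.60 in KD1 vs CON and −3.65 in KD1 vs WT stayed below 0 under all alternatives that gave a value. Normexp and loess gave −0.13 and −0.38, where the added offset of 50 draws ratios of dim probes toward 0 by construction. No replicate block gave −2.83 and −3.81, and median centring −4.94 in KD1 vs WT and no value in KD1 vs CON. The replicates left out gave −2.47 and −2.73 in KD1 vs CON and −3.65 in KD1 vs WT. With the well above background limit, KD1 vs WT could be tested (adjusted p = 0.00083 from limma; 0.00277 with no filter), and KD1 vs CON could not. The other fits gave no value for CPT1A, because its probe is not above the negative controls on every array.

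Of the 10 known target genes, 7 were lower in both KD1 comparisons when adjusted over the list alone, which is not independent evidence for genes selected on these arrays, with 6 under normexp and loess, 10 with no filter, 7 under the other limma fits and 0 with Student's t-test, which had 2378 and 1554 probes at an unadjusted p under 0.05 in the KD1 comparisons. At least 2-fold lower in both were 10 as reported and 5 under normexp and loess. Of the Table S1 genes, 94 were lower in both KD1 comparisons, and 90 to 95 under the alternatives. The 65 that met the criteria became 37 under normexp and loess, 38 at 4-fold and 23 at 8-fold. The lowest shared running median of −0.46 became −0.32 under normexp and loess and −0.35 with a wider window, −0.49 under median centring, and −0.50 and −0.57 with a replicate left out. Outside the middle 95% of random lists were 7 of 15 medians of lists, and 6 or 7 under the alternatives. Without replicate 2 the interferon-stimulated genes reversed to −0.28 in KD1 vs CON, beside 1.04 without replicate 1, and the cell-cycle genes to 0.07 in KD1 vs CON and 0.05 in KD1 vs WT, beside −0.40 and −0.48 without replicate 1; the cause was not tested. No mean ratio of a named gene that was at least 2-fold with replicates in one direction changed direction.

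Signal over background limits the genes whose signal is at background in a culture. For the brightest probes of CPT1A, SEPP1 and TUSC1 the size of the decrease in KD1 is known only as a lower bound. For that of MCTP2 there is a bound only against CON, with none against WT. The increases of A_24_P98145 against CON and WT, and of HNMT and of the ITGA9 probe A_24_P607904 against CON, are also known only as lower bounds.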

Differences from the paper's values

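The paper reports 126 genes with at least 2-fold change in KD1 (the paper's value), and 257 were found here. Of the alternatives set before the data were examined, normexp and loess (85 genes) was within 1.5 times the paper's value. The others were not: median centring gave 246, the series table 257, no replicate block 259, the replicates left out 282 and 936, an average over both comparisons 424, a mean of linear folds 283, the well above background limit 373, the negative control limit on a single array and no limit 471 each, no dye-swap requirement 278, probes in place of genes 302, and outlier-flagged spots kept 257.

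The paper reports 96 downregulated genes (the paper's value), and 159 were found here. None of the alternatives set before the data were examined was within 1.5 times the paper's value: normexp and loess gave 58, median centring 152, the series table, no replicate block and outlier-flagged spots kept 159 each, the replicates left out 216 and 263, an average over both comparisons 249, a mean of linear folds 172, the well above background limit 197, the negative control limit on a single array and no limit 249 each, no dye-swap requirement 169, and probes in place of genes 187.

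Settings chosen after seeing the values were closer. A 2-fold change required on every array gave 89 genes, 70 of them lower, and the same requirement with the negative control limit on a single array gave 139 genes, 104 of them lower. All 96 genes of Table S1 are among these 104, and 8 of the 104 are not in Table S1.

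Of the genes of Table S1, 31 were not selected by the criteria as applied here, among them CPT1A, SEPP1, EYA2 and MCTP2. With the negative control limit on a single array, set before the data were examined, all 96 were selected. The paper states that CPT1A was significantly downregulated in KD1; CPT1A was not tested after the filter on dim probes, and without that filter its adjusted p from limma was 0.00823 in KD1 vs CON and 0.00277 in KD1 vs WT. For CPT1A, the average reduction from the processed signals was 8.74-fold, beside 8-fold in the paper (the paper's value). As the brighter probe is at background in KD1 on all 8 arrays, the size of this reduction rests on background values. For that probe, the lower bounds were 2.20-fold against CON and 4.31-fold against WT. The dimmer CPT1A probe was 1.72-fold lower than in CON and 1.31-fold lower than in WT, so the bounds do not extend to it. The average was between 8.35-fold and 9.98-fold under the series table, without the replicate block and with a replicate left out, but 1.19-fold under normexp and loess.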

Other observations

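The tests on the dye-swap arrays were chosen only after the result was seen.

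The arrays of the dye-swap pair of KD1 vs WT replicate 2 correlated across probes with 0.448, while the other 5 pairs correlated with 0.840 to 0.888. The mean of that pair followed the difference between the KD1 vs CON and WT vs CON ratios of replicate 2 with a correlation across probes of 0.974, and replicate 1 gave 0.982. The arrays of the pair followed that difference with 0.848 and 0.809, so that neither is unrelated or opposite to it, which argues against a mislabelled array. A dye bias that differs between probes and cancels in the mean of the pair is consistent with the 0.974. No biological explanation was tested, since both arrays hold the same RNA extracts.

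The fatty-acid oxidation genes, of which 19 of 22 were measured, had median log2 ratios of −0.03 in KD1 vs CON, 0.05 in KD1 vs WT and −0.01 in WT vs CON, all within the middle 95% of random lists, and none of them was selected by the criteria. The cell-cycle genes had −0.17 in KD1 vs CON and −0.29 in KD1 vs WT, below the middle 95% of random lists, but 0.07 and 0.05 without replicate 2, so these values rest on replicate 2. In WT vs CON their median was 0.01. The HOX genes had −0.16, −0.05 and −0.00 in KD1 vs CON, KD1 vs WT and WT vs CON, within the random lists, but −0.30 and −0.34 and below them in the KD1 comparisons of replicate 1 alone, and 2 of them (HOXA2 and HOXB13) were selected as lower in KD1.

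In KD1, 28 stretches of a chromosome had a running median above the limit in both comparisons. The longest by number of genes, from 12958217 to 47448580 on chromosome 11, had a median of 0.34 in KD1 vs CON and 0.33 in KD1 vs WT over 138 genes. Of the 95 placed genes selected as higher in KD1, 6 (6.3%) lay where the running medians passed the limit, which holds for 4.62% of placed genes (odds ratio 1.40, Fisher's exact p = 0.454). For the genes higher in CON, 5 of 87 did (5.7% against 2.33%, odds ratio 2.58, Fisher's exact p = 0.0522). Neither passed the threshold. Of the 80 genes of Table S1 that lie within full windows of the running median, 13 lay in stretches that were lower in KD1.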
